A study of Mus musculus with 4 samples.

How the data were processed

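Kidneys of 10-week-old C57BL/6 mice were measured by droplet single-cell RNA sequencing (10x Genomics 3' chemistry, V3 kit, per the labels' protocols). FGF23 is a phosphate-regulating hormone that acts through FGF receptors and the co-receptor Klotho (gene Kl). Mice received 10 µg of recombinant human FGF23 by intraperitoneal injection, and kidneys were taken at 1, 4 or 12 h, with a baseline group at 0 h and a dose of 0 µg. Each library pools kidneys of both sexes. There were 4 libraries, 1 per group, so no difference between groups has a replicate check, and no test across samples was possible. The control is labelled as 0 h, but the name of its deposited matrix describes saline at 1 h. It is called the 0 h library throughout, and whether its mice were injected is not settled by the labels.

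The deposited values are raw UMI counts per gene and cell barcode, not normalised, written by software of version 3.1.0 per the file headers. The barcodes had already been selected from all droplets by the authors, as shown by 12245 to 13813 barcodes per matrix. The labels and headers do not state the genome build or the annotation. Gene identity therefore follows the IDs and symbols in the deposited feature lists. Positions were taken from GENCODE vM21 (mouse build GRCm38) by gene ID, where 99.62% of 31053 IDs were found, and they hold only if the authors' annotation placed these genes alike.

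Barcodes with fewer than 300 genes or with more than 50% mitochondrial UMIs were left out. The limit of 50% was chosen because tubule cells are rich in mitochondria, and 25% was tried as an alternative. Doublets were called per library from simulated doublets among 30 nearest neighbours, at an assumed rate of 0.8% per 1000 cells, and were removed after clustering. This marked 7.61% of cells at 0 h, 6.37% at 1 h, 8.63% at 4 h and 7.60% at 12 h. Cells of all libraries were clustered together by the Leiden method (leidenalg 0.10.2, resolution 1.5, 20 neighbours) on 30 principal components of 2029 genes. The 2029 genes were 2000 variable genes plus the cell type markers. Mitochondrial and ribosomal genes were kept out, as were genes of the response lists and those used to call sex, unless they were markers.

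The 48 clusters were named from marker genes fixed before the data were examined. A cluster took the name of the class with the highest mean marker fold, with at least 3 of its markers on. A marker was on at 0.333 of its highest cluster level or more, and in at least 10% of cells. A cluster stayed unnamed if over 50% of its cells were doublet calls, if a second class lay within 0.5 on the log2 scale, or if its top 10 genes held none of its markers or more markers of another class. PT-like clusters of ordinary depth were exempt from needing a marker among the top 10 genes. These naming thresholds were set after the clusters had been seen. They kept 7 clusters out of every class. Unnamed cells made up 1.87% of cells at 0 h, 1.84% at 1 h, 2.79% at 4 h and 1.62% at 12 h. The largest of these clusters held 0.941%, 0.924%, 1.32% and 0.627% of cells in the same order. Names such as PT-like (proximal tubule), DCT/CNT-like (distal convoluted and connecting tubule), TAL-like (thick ascending limb), PC-like (principal cell) and IC-like (intercalated cell) are rebuilt here and may differ from any annotation by the study.

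UMIs were summed per class and library and given as CPM (UMIs scaled to the same total per class and library) with exact Poisson 95% intervals. Log2 ratios to 0 h have exact conditional binomial 95% intervals, and shares of cells have exact Clopper-Pearson intervals. All of these cover counting error only, not differences between animals or preparations. For a group at 0 UMIs the floor was 3 counts. Gene lists were written before the data were examined: immediate early (20 genes), ERK feedback (20), heat shock (12), TNF/NF-kB (26), translation initiation (31), vitamin D and phosphate (12 found), distal calcium and sodium (8), FGF receptors and Klotho (7), and clock genes of the Bmal1 phase (5 found) and of the Dbp phase (10). A list value is the median log2 ratio of its genes with at least 20 UMIs over the libraries compared, with a counting interval from 1000 Poisson draws. Its percentile is its place among the medians of 10000 random lists of the same size matched on mean expression, as a description of these libraries. Lists of pancreatic, rRNA-like and glucocorticoid-responsive genes were written after the data had been seen.

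Genes were also named by size, by a rule written before the data were examined. In PT-like and DCT/CNT-like cells at each time, up to 3 genes with the largest rise and 3 with the largest fall were taken among genes with at least 100 UMIs over the libraries compared. They had to change at least 2-fold in the same direction in male-called and in female-called cells. Mitochondrial, ribosomal, haemoglobin, immunoglobulin, sex-linked and unnamed genes were left out, and 0.5 was added to each count for ranking. Cells were called female with at least 1 Xist UMI and no UMI of 4 Y-linked genes, and male in the opposite case. Because a library may hold 1 animal per sex, the sex of a cell cannot be separated from its animal.

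To compare shares of cells with a UMI, each cell was thinned to 2000 UMIs, which left out 939 cells at 0 h, 587 at 1 h, 528 at 4 h and 874 at 12 h. Alternatives covered the mitochondrial limit, doublets, scaling, equal weight per cell, classes from each cell's own marker UMIs, each sex alone, thinning and UMI minimums. The calculation was checked on simulated counts for the 1 h comparison with 200 genes changed. In PT-like cells (10621 genes), 95.6% of intervals of unchanged genes covered the true value, and 97.5% of changed genes were recovered. In DCT/CNT-like cells (7059 genes), coverage was 95.6% and 84.5% were recovered. The simulated counts carried Poisson error only, the error the intervals assume, so this coverage does not speak to differences between libraries. Changed genes were given changes above 2-fold, and recovered means at least 2-fold in both sexes. Smaller changes were not checked. Work was done in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and scikit-learn 1.9.0. A 24 h time point named in the labels was not analysed here.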

Results

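Single-cell RNA sequencing was used to follow the transcriptional response of mouse kidney cells to FGF23 over time. The data comprised 1 library each at 0, 1, 4 and 12 h. The 4 libraries held 13398, 12245, 13813 and 13022 barcodes, in order of time. Their total depths were 146107857, 146942826, 158838728 and 139675666 UMIs. After filtering and removal of doublet calls, 9353, 8873, 10160 and 9569 cells remained. Their median depths were 9971, 11188, 10358.5 and 8784 UMIs. Differences between libraries were not checked against replicates, and intervals cover counting error only. Across all genes the median log2 ratio to 0 h in PT-like cells was 0.01 at 1 h, 0.05 at 4 h and 0.02 at 12 h.

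PT-like cells formed the largest class. They made up 71.9% of cells at 0 h (95% interval 71.0 to 72.8), 72.1% at 1 h (71.1 to 73.0), 72.2% at 4 h (71.3 to 73.0) and 68.0% at 12 h (67.0 to 68.9). The largest move under an alternative was at 4 h, where a mitochondrial limit of 25% gave 74.7%. DCT/CNT-like cells numbered 468, 452, 621 and 571 in order of time, and endothelial-like cells numbered 319, 335, 521 and 683. Among sex-called cells, 37.3% were female at 0 h (36.1 to 38.5), 39.3% at 1 h (38.1 to 40.5), 43.6% at 4 h (42.4 to 44.8) and 43.0% at 12 h (41.8 to 44.3). Requiring 2 sex-linked UMIs in place of 1 raised the share at 12 h to 55.5%, so the absolute balance of the sexes was not well determined. Over all cells the increase from 0 to 12 h was present under both definitions. Among DCT/CNT-like cells the female share went the other way, from 67.7% at 0 h (62.6 to 72.6) to 57.7% at 1 h, 48.0% at 4 h and 47.8% at 12 h (42.6 to 53.1).

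To locate the FGF23 co-receptor, Kl was measured in the 0 h library. Kl (ENSMUSG00000058488, chromosome 5, 150952607 to 150993817, plus strand) reached 1329 CPM in DCT/CNT-like cells (1296 to 1363) and 209 CPM in PT-like cells (206 to 212). It was also present in PC-like cells at 446 CPM (409 to 486) and in TAL-like cells at 150 CPM (137 to 164), against 40.1 CPM in IC-like cells (28.8 to 54.5) and 14.1 CPM in endothelial-like cells (7.06 to 25.3). A Kl UMI was found in 76.6% of PT-like cells (75.5 to 77.6) at a median of 12097.5 UMIs per cell, and in 3.45% of endothelial-like cells (1.73 to 6.09) at a median of 2209 UMIs. After thinning to 2000 UMIs, which left out 328 PT-like and 125 endothelial-like cells, the shares were 31.4% (30.3 to 32.6) and 2.06% (0.565 to 5.20). At that depth the share was 65.7% in DCT/CNT-like cells, 36.7% in PC-like cells, 19.5% in TAL-like cells and 7.04% in IC-like cells. The receptors also differed between classes. Fgfr3 and Fgfr4 were at 18.8 and 15.2 CPM in PT-like cells and at 0.213 CPM each in DCT/CNT-like cells, where each had 1 UMI. Fgfr1 was at 46.6 CPM in DCT/CNT-like cells (40.6 to 53.2) and 10.1 CPM in PT-like cells (9.47 to 10.8). Kl in PT-like cells was at 193 CPM at 1 h, 128 CPM at 4 h and 124 CPM at 12 h, log2 ratios of -0.12, -0.71 (-0.74 to -0.68) and -0.75 (-0.79 to -0.72). These values pool tubule segments whose shares changed. Straight-segment (PT-S3-like) cells gave 42138656 of 88485645 PT-like UMIs at 0 h and 25073617 of 81967597 at 12 h. Kl is not given by segment here, so a change in make-up may account for part of its fall. The median of the FGF receptor and Klotho list as a whole in PT-like cells was -0.10, -0.14 and -0.02 at 1, 4 and 12 h.

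The first comparison asked which cells gave an early signalling response at 1 h. Egr1 (ENSMUSG00000038418, chromosome 18, 34859823 to 34864984, plus strand), an immediate early transcription factor gene, rose in PT-like cells from 21.4 CPM (1894 UMIs) to 205 CPM (18874 UMIs). The log2 ratio was 3.26 (3.19 to 3.33), and the alternative that moved it most, female-called cells alone, gave 3.86. In DCT/CNT-like cells Egr1 rose from 32.3 CPM (152 UMIs) to 456 CPM (2469 UMIs), a log2 ratio of 3.82 (3.58 to 4.06). With a mitochondrial limit of 25% this ratio was 2.24, based on 103 cells at 0 h and 78 at 1 h. In endothelial-like cells Egr1 was at 114 CPM at 0 h and 113 CPM at 1 h, a log2 ratio of -0.01 (-0.44 to 0.42), so no change was detectable. The ratio was 1.29 (0.70 to 1.93) in TAL-like cells, 0.38 (0.22 to 0.54) in PC-like cells and -0.80 (-1.15 to -0.45) in IC-like cells.

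**Figure D1:**
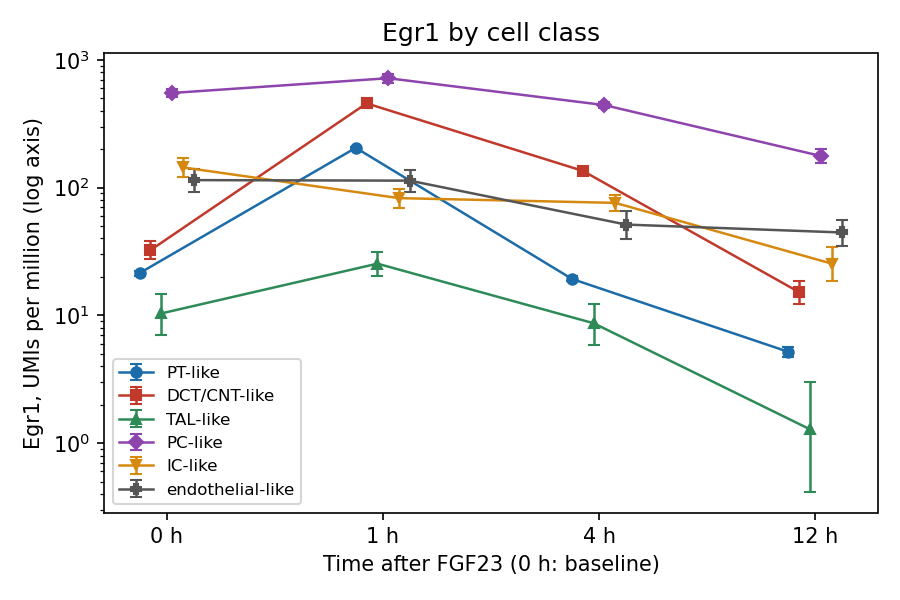
Egr1 in CPM (log axis) against time after FGF23 for 6 cell classes, each point the summed UMIs of 1 library with its exact Poisson 95% interval. PT-like cells rose from 21.4 to 205 and DCT/CNT-like cells from 32.3 to 456 between 0 and 1 h, while endothelial-like cells stayed at 114 and 113.

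Gene lists were compared in the same way. In PT-like cells at 1 h the immediate early list had a median log2 ratio of 0.53 (0.41 to 0.57) over 18 genes, above all 10000 matched random lists (percentile 100). Female-called cells alone moved it most, to 1.02, against 0.16 in male-called cells. The sexes also differ in tubule segment as labelled here. Cells of the straight segment (PT-S3-like) at 0 h were 1695 male-called and 78 female-called. The segment labels come from clusters, and some clusters of the earlier segments have Xist among their top 10 genes. Whether genes that differ by sex placed female-called cells of the straight segment in those clusters was not tested. Within cells of the earlier segments alone (PT-S1/S2-like) the list median was 0.89 (0.56 to 1.03) in female-called and -0.12 (-0.24 to 0.26) in male-called cells, so no rise of this list was detectable in the latter. Of the 18 genes, 12 rose and 6 fell. The ERK feedback list, negative regulators and targets of the ERK kinase pathway, had a median of 1.18 (0.99 to 1.29) over 15 genes (percentile 100), with 13 genes higher and 2 lower. Without a UMI minimum it was 0.63. By segment it was 1.655 (1.487 to 1.821) in PT-S1/S2-like and 0.54 (0.46 to 0.94) in PT-S3-like cells. Neither interval overlaps that over all PT-like cells, so the value over all of them describes neither segment. Among members of the ERK feedback list, Dusp6 rose from 22.0 to 82.9 CPM (log2 ratio 1.91, 1.84 to 1.98) and Spry4 from 221 to 705 UMIs (1.61, 1.39 to 1.84). The ERK feedback median in DCT/CNT-like cells was 0.69 (0.42 to 1.09) over 12 genes (percentile 100). In endothelial-like cells it was 0.21 (-0.03 to 0.38) over 10 genes (percentile 90.4), and the immediate early median was -0.02 (-0.20 to 0.08, percentile 9.65). The immediate early median was 0.86 (0.71 to 0.98) in DCT/CNT-like and 0.79 (0.51 to 0.99) in TAL-like cells, both at percentile 100. No change of it was detectable in PC-like (0.08, -0.06 to 0.24) or IC-like cells (0.08, -0.08 to 0.20). The heat shock list, which marks dissociation stress, rose by 0.13 (0.09 to 0.15) in PT-like cells (percentile 100), with 11 of 12 genes higher.

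The later time points asked how long the response lasted. The ERK feedback median in PT-like cells was 1.15 (0.76 to 1.35) at 4 h and 0.38 (0.19 to 0.59) at 12 h, at percentiles 100 and 99.9. At 12 h it was 0.52 (0.33 to 0.66) in female-called cells, while no rise was detectable in male-called cells (0.33, -0.06 to 0.47), nor in male-called PT-S1/S2-like cells (0.00, -0.15 to 0.24). DCT/CNT-like cells had 1.57 (1.26 to 1.94) at 4 h and 1.09 (0.80 to 1.31) at 12 h, both at percentile 100. In endothelial-like cells it was 0.00 (-0.26 to 0.14) and -0.10 (-0.30 to 0.11). TAL-like cells, which also carried Kl, went the other way. Their median was 0.20 (-0.25 to 0.35) at 1 h, -0.29 (-0.57 to -0.03) at 4 h and -0.42 (-0.66 to -0.14) at 12 h. A fall was also found in T/NK-like cells, of which few had a Kl UMI (1.29% at 0 h after thinning). Their medians were -0.45 (-0.83 to -0.06), -0.33 (-0.88 to -0.08) and -0.94 (-1.32 to -0.54) at 1, 4 and 12 h. In macrophage-like cells no change was detectable at these times. The list was therefore not flat in every class with little Kl. In PC-like cells no change was detectable at 4 h (0.24, -0.09 to 0.49) or 12 h (-0.16, -0.50 to 0.10). The immediate early list in PT-like cells fell below the 0 h level. Its median in PT-like cells was -0.49 (-0.54 to -0.44) at 4 h and -1.11 (-1.34 to -1.01) at 12 h, both at percentile 0. The 4 h value describes neither sex, with -0.89 (-0.96 to -0.76) in male-called and 0.11 (0.03 to 0.33) in female-called cells. At 12 h the list fell in both, by 1.29 and 0.65. At 12 h it was also -1.24 (-1.41 to -1.03) in DCT/CNT-like cells and -0.95 (-1.08 to -0.72) in endothelial-like cells. At 4 h it was -0.60 (-0.68 to -0.34) in endothelial-like cells but rose by 0.48 (0.27 to 0.65) in TAL-like cells. The 4 h fall was thus neither limited to classes with Kl nor shared by all of them. Dissociation stress was not weighed as its cause. The heat shock median in PT-like cells was 0.38 (0.34 to 0.39) at 4 h and -0.14 (-0.19 to -0.11) at 12 h. The 4 h rise was found in male-called cells (0.59, 0.50 to 0.61) and not in female-called ones (-0.12, -0.21 to 0.00).

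**Figure D2:**
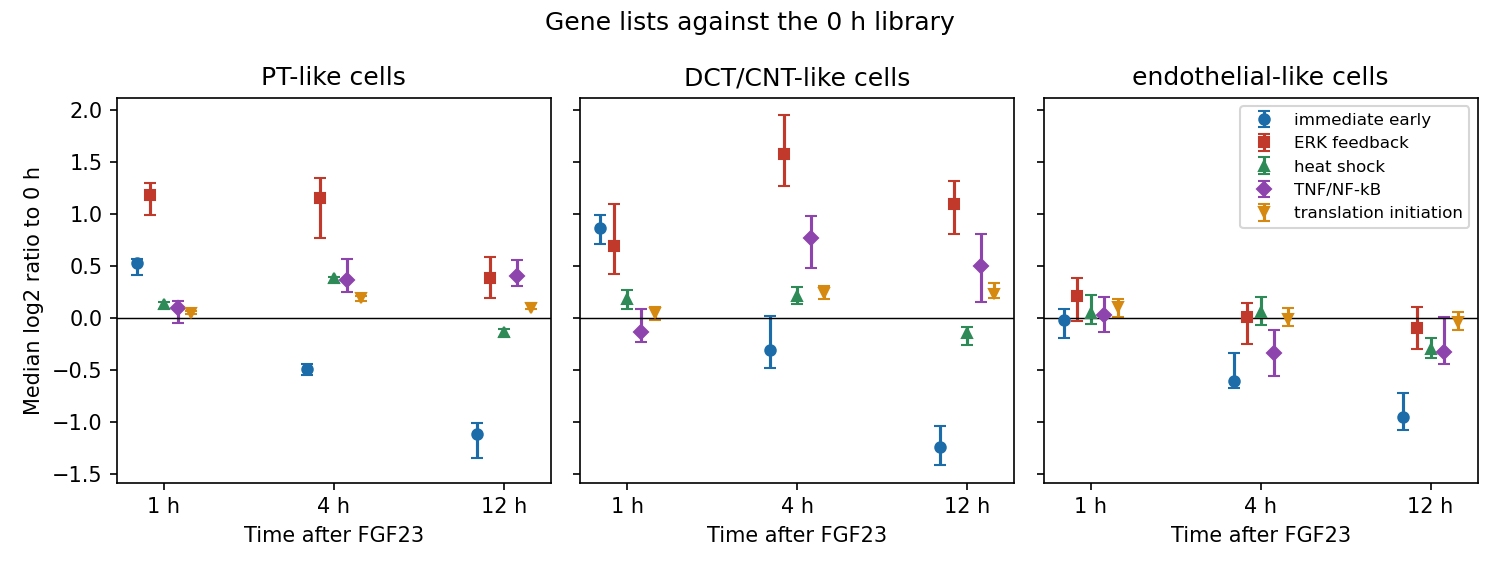
Median log2 ratio to the 0 h library of 5 gene lists at 1, 4 and 12 h in PT-like, DCT/CNT-like and endothelial-like cells, with counting 95% intervals as bars. The ERK feedback median was 1.18, 1.15 and 0.38 in PT-like cells and 0.21, 0.00 and -0.10 in endothelial-like cells, and the immediate early median at 12 h was below 0 in all 3 classes.

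Vitamin D and phosphate genes, known targets of FGF23, were compared in PT-like cells. Cyp24a1 (ENSMUSG00000038567, chromosome 2, 170482708 to 170497145, minus strand), which encodes the enzyme that degrades active vitamin D, was at 49.6 CPM at 0 h (4389 UMIs) and 233 CPM at 1 h. At 4 h it was at 414 CPM (410 to 418, 40523 UMIs), a log2 ratio of 3.06 (3.02 to 3.11). Female-called cells alone moved this ratio most, to 2.42. At 12 h it was at 330 CPM, a log2 ratio of 2.73 (2.69 to 2.78). Cyp27b1 (ENSMUSG00000006724, chromosome 10, 127048250 to 127053006, plus strand), which encodes the activating enzyme, fell from 2.59 CPM (229 UMIs) to 0.184 CPM (18 UMIs) at 4 h, a log2 ratio of -3.82 (-4.59 to -3.12). It had 94 UMIs at 1 h and 21 at 12 h. Slc34a1 (ENSMUSG00000021490, chromosome 13, 55398187 to 55415592, plus strand), the main renal phosphate transporter gene, was at 3687 CPM at 0 h and 3140 CPM at 12 h, a log2 ratio of -0.23 (-0.24 to -0.22). Over 8 alternatives this ratio lay between -0.32 and -0.15, the largest fall with cells weighted equally and the smallest in male-called cells alone. None of these alternatives held tubule segment fixed, and the shares of the segments changed between the libraries. Vdr, the vitamin D receptor gene, rose from 92.7 to 171 CPM at 4 h (log2 ratio 0.89, 0.85 to 0.92). The median of the vitamin D and phosphate list was 0.08, -0.03 and 0.06 at 1, 4 and 12 h, with 10, 4 and 7 of its 12 genes higher. The distal calcium and sodium list in DCT/CNT-like cells had medians of 0.26 (0.15 to 0.35), 0.15 (-0.04 to 0.37) and 0.02 (-0.11 to 0.13). The make-up of this class differed between the libraries. Before removal of doublet calls, its cluster led by Slc12a3 held 331, 296, 355 and 272 cells in order of time. Its clusters with Calb1 and S100g among the top genes held 73, 58, 135 and 188 cells, and 75, 108, 146 and 125. Values of DCT/CNT-like cells at 1, 4 and 12 h therefore mix these clusters in other shares than at 0 h. This limit also holds for the 1 h value of the distal calcium and sodium list, which includes S100g.

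**Figure D3:**
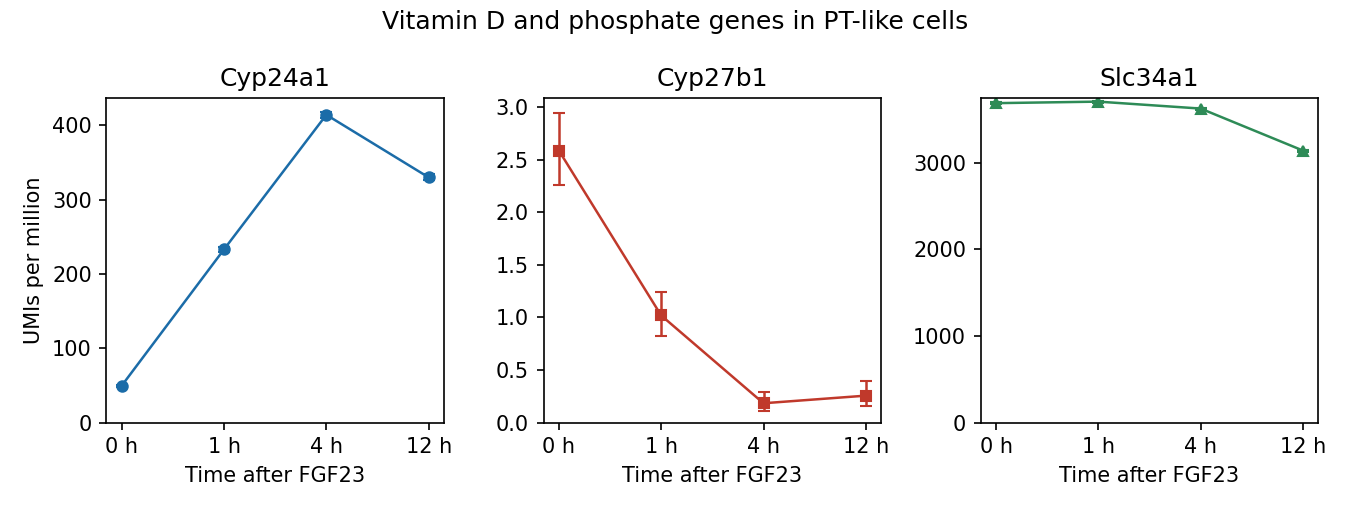
Cyp24a1, Cyp27b1 and Slc34a1 in CPM (linear axes from 0) in PT-like cells of the 4 libraries, with exact Poisson 95% intervals as bars. Cyp24a1 rose from 49.6 at 0 h to 414 at 4 h, and Cyp27b1 fell from 2.59 to 0.184.

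The series also addresses inflammatory targets of TNF and NF-kB, and a late change in translation. In PT-like cells the TNF/NF-kB list had a median of 0.10 (-0.05 to 0.17) over 21 genes at 1 h, which did not exclude 0. It lay just above the range of random lists (-0.13 to 0.09, percentile 98.3). By segment at 1 h it was 0.20 (0.06 to 0.30) in PT-S1/S2-like and -0.03 (-0.16 to 0.10) in PT-S3-like cells. Over all PT-like cells it was 0.37 (0.25 to 0.56) at 4 h (percentile 99.97, 17 genes higher and 4 lower) and 0.40 (0.30 to 0.55) at 12 h. At 4 h it was 0.12 in male-called and 0.94 in female-called cells, and by segment 0.78 in PT-S1/S2-like and 0.25 in PT-S3-like cells. DCT/CNT-like cells had medians of -0.14 (-0.23 to 0.09), 0.77 (0.48 to 0.97) and 0.50 (0.15 to 0.81) at 1, 4 and 12 h. In endothelial-like cells at 4 h it was -0.34 (-0.55 to -0.11). Icam1 in PT-like cells rose from 5.31 to 8.57 CPM at 4 h (log2 ratio 0.69, 0.53 to 0.86), while Cxcl1 fell from 2.73 to 1.14 CPM (-1.26, -1.59 to -0.93), a fall found in male-called cells (-1.60) and not in female-called ones (1.27). The translation initiation list in PT-like cells had a median of 0.05 (0.04 to 0.06) at 1 h, 0.19 (0.16 to 0.21) at 4 h and 0.10 (0.09 to 0.14) at 12 h. At 4 h it lay above the range of random lists (-0.01 to 0.18, percentile 98.8). Its percentile at 12 h was 90.7, with 24 of 31 genes higher, so it lay within the range of random lists (-0.06 to 0.13). By segment, the 4 h median was 0.24 in PT-S1/S2-like cells (percentile 99.96). In PT-S3-like cells it was 0.12 (percentile 62.7), within the range of random lists. In DCT/CNT-like cells the median was as high at 4 h (0.24, 0.19 to 0.31) as at 12 h (0.23, 0.19 to 0.33), both at percentile 99.9.

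Genes of the largest changes were then named by size. In PT-like cells at 1 h the largest rises after Egr1 were Hes1 (6.36 to 56.7 CPM, log2 ratio 3.15, 3.03 to 3.28) and Phlda1 (2.94, 2.40 to 3.53). The largest falls were Cyp7b1 (34.2 to 9.68 CPM, -1.82, -1.93 to -1.71), Itih2 (-1.79) and Bbc3 (-1.49). Cyp7b1 is also one of the markers of the straight proximal tubule segment. That PT-S3-like part fell from 26.0% of cells at 0 h to 21.5% at 1 h and 15.4% at 12 h. At 4 h Mt2 rose from 1.23 to 20.2 CPM (4.04, 3.76 to 4.33), Mt1 from 23.8 to 282 CPM (3.56, 3.50 to 3.63) and Lor from 17 to 171 UMIs (3.19, 2.46 to 4.00). The largest falls at 4 h were Ins1 (155 UMIs to 1 UMI, -7.42, -12.73 to -4.92), Ins2 (462 to 13 UMIs, -5.30) and Retnlg (95 to 7 UMIs, -3.91). Ins1 and Ins2 are hormone genes of the pancreas, and Retnlg is one of the neutrophil markers. At 12 h Rnase4 (115 to 872 UMIs, 3.03, 2.75 to 3.33) and Rassf4 (33 to 230 UMIs, 2.91) rose most, followed by Cyp24a1. Rnase4 overlaps Ang on the same strand, so its own value is uncertain. Ins1 (0 UMIs at 12 h, at least 47.9-fold lower), Ins2 (-5.57) and Zbtb16 (314 to 14 UMIs, -4.38, -5.26 to -3.61) fell most.

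In DCT/CNT-like cells at 1 h the largest rises were Hbegf (ENSMUSG00000024486, chromosome 18, 36504927 to 36515805, minus strand; 4.89 to 287 CPM, log2 ratio 5.88, 5.29 to 6.54), Egr1 and Nab2 (9.79 to 125 CPM, 3.68, 3.25 to 4.14). The falls were smaller: Pik3ip1 (-1.32), Tsc22d3 (-1.29) and Fbxo32 (-1.20). At 4 h Sprr1a rose from 0 to 366 UMIs, at least 79.0-fold, Hbegf was at 252 CPM (5.68, 5.09 to 6.35) and Tnfrsf12a rose from 11.1 to 349 CPM (4.98, 4.58 to 5.41). The falls were S100a8 (108 to 5 UMIs, -5.06), S100a9 (121 to 8 UMIs, -4.55) and Nr4a1 (105 to 15 UMIs, -3.44). At 12 h Gulo (14 to 237 UMIs, 3.73, 2.96 to 4.62), Rassf10 (7 to 115 UMIs, 3.69) and Capg (15 to 165 UMIs, 3.11) rose most, and S100a9 (-5.27), Nr4a1 (-3.74) and Fos (350 to 49 UMIs, -3.19) fell most. S100a8 and S100a9 are neutrophil markers, and neutrophil-like cells fell from 3.76% of cells at 0 h to 0.758% at 4 h and 0.596% at 12 h. Of the 36 entries over the 6 comparisons, in which a gene can appear more than once, 17 remained with a minimum of 300 UMIs, the alternative that changed the set most.

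Comparisons with the same 0 h library share its chance values. Across 12472 genes in PT-like cells, which are not independent replicates, the log2 ratios at 1 and 4 h had a Pearson correlation of 0.37, those at 1 and 12 h one of 0.24, and those at 4 and 12 h one of 0.59. Simulated libraries without a group effect, with the same spread per gene, gave 0.49, 0.51 and 0.50. In DCT/CNT-like cells, over 9296 genes, the values were 0.53, 0.29 and 0.66, against 0.53, 0.53 and 0.52 simulated. In PT-like cells only the pair of 4 and 12 h lay above the simulated value, and in DCT/CNT-like cells this pair lay furthest above it. A difference between library preparations could also give this, and the correlations cannot tell it from a shared late change. Pancreatic UMIs, at 1474, 1275, 33 and 23 in order of time, set the 4 and 12 h libraries apart from the earlier ones. So did the rRNA-like gene AY036118, with PT-like log2 ratios of 0.27, 1.98 and 3.07, while haemoglobin UMIs did not. Other changes at 4 and 12 h share this limit.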

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

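The tests in this part on the fall of early genes at 12 h, on clock genes in the sexes, on tubule segment, on pancreatic RNA, on glucocorticoid-responsive and heat shock genes in the sexes, and on barcodes over the mitochondrial limit were chosen only after the result was seen, and those on dissociation stress at 1 h and time of day were chosen before. None of the differences between groups in this part was tested, because each group has 1 library, and each is the difference between 2 log2 ratios to 0 h. At 0 h, 1359 of 1465 female-called PT-like cells bore the PT-S1/S2 label. Keeping that label alone thus left the female-called cells nearly as they were. Where tubule segment is argued against below, this rests on the labels and on male-called cells. Female-called cells of the straight segment under the PT-S1/S2 label would not be told apart.

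Egr1 moved in opposite directions at 1 h and 12 h. In PT-like cells the difference between the log2 ratios was 5.30 (3.26 at 1 h, -2.05 at 12 h), and in DCT/CNT-like cells it was 4.91 (3.82 and -1.09). The immediate early list in PT-like cells differed by 1.64 (0.53 and -1.11) and the heat shock list by 0.27 (0.13 and -0.14). Different dissociation stress between the libraries was weighed for both times. At 1 h Egr1 did not change in endothelial-like cells (log2 ratio -0.0133), which argues against this explanation as the whole cause of the rise. The 10 ERK feedback genes measured in both classes had a median of 1.40 in PT-like and 0.21 in endothelial-like cells. Part of the smaller list changes at 1 h stays open to it, since heat shock genes rose by 0.13 in PT-like cells and the immediate early list rose by 0.33 in macrophage-like cells. At 12 h the immediate early list fell in endothelial-like cells too (-0.949), and in PC-like (-1.20), IC-like (-1.28) and macrophage-like cells (-0.62), so a difference in dissociation stress fitted these values. The heat shock list does not follow in every class: in TAL-like cells at 12 h it rose by 0.20 (0.13 to 0.28) while the immediate early list fell by 0.53. Time of day and the time after FGF23 change with the library as well and stay open.

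The TNF/NF-kB list at 4 h moved apart in 2 classes, by 0.71 (0.37 in PT-like and -0.34 in endothelial-like cells). The number of UMIs differs between these classes, with medians of 12097.5 and 2209 per cell at 0 h. No technical explanation was tested for this difference, and a class-specific effect of FGF23 stays open, as untested. At 4 h the list also rose in DCT/CNT-like (0.77), TAL-like (0.58, 0.32 to 0.84) and PC-like cells (0.62, 0.38 to 0.99). It fell in macrophage-like cells (-0.34, -0.58 to -0.06). No change was detectable in IC-like (-0.01, -0.27 to 0.39) or T/NK-like cells (-0.03, -0.21 to 0.25). The ERK feedback list at 1 h had no detectable change in PC-like (0.02, -0.25 to 0.45) or TAL-like cells (0.20, -0.25 to 0.35).

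Clock genes moved in opposite directions in male-called and female-called PT-like cells at 12 h. The differences between the log2 ratios were -4.37 for Arntl (-2.75 male, 1.61 female), -3.06 for Npas2 (-2.05, 1.00), 4.65 for Dbp (2.47, -2.19) and 2.47 for Per3 (1.10, -1.37). Male and female cells lying in different parts of the proximal tubule, as labelled here, was argued against. Dbp in male-called PT-S1/S2-like cells alone still rose by 2.55 (2.25 to 2.85), while it fell by 2.39 in female-called ones. Kidneys of the 2 sexes taken at different times of day fitted the 12 h values. Male over female Dbp at 12 h was 1.79 (1.24 to 2.35) in TAL-like cells too, and Arntl was -3.12 (-8.52 to -0.40). At other times the 2 classes did not always move together. Male over female, the Dbp phase at 0 h was 0.24 in TAL-like and -0.56 in PT-like cells. At 4 h it was -0.99 and -0.01, and at 1 h -0.31 and -0.86, lower in males in both. The 0 h library takes part in the log2 ratios to 0 h, since the Dbp phase in PT-like cells differed between the sexes by -0.56 at 0 h and by 0.66 at 12 h. A difference between the sexes in their clocks or in their response stays open, as untested.

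The immediate early list in PT-like cells at 4 h differed between the sexes by -0.99 (-0.89 male, 0.11 female). Within PT-S1/S2-like cells the difference was -0.897 (-0.79 male, -0.93 to -0.67, and 0.11 female, 0.04 to 0.34). This argues against tubule segment, as labelled here, as its cause. Female-called cells of the straight segment could lie under the PT-S1/S2 label, which this cannot exclude. At 1 h, the list change was larger in female-called cells. Male and female cells lying in different parts of the proximal tubule, as labelled here, was argued against. Female minus male was 1.01 within PT-S1/S2-like cells, with intervals apart. For the TNF/NF-kB list at 4 h this difference was 0.59 within PT-S1/S2-like cells (female 1.02, 0.74 to 1.33, male 0.43, 0.21 to 0.75), and with overlapping intervals the segment cannot be told apart from sex there. A difference of the sexes in the response stays open, as untested.

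Heat shock genes differed between the sexes in PT-like cells at 4 h, by 2.21 for Hspa1a (1.06 male, -1.16 female) and by 3.03 for Hspa1b (1.63, -1.40). Within PT-S1/S2-like cells the difference was 1.51 for Hspa1a (0.37 male, 0.11 to 0.64, and -1.14 female). This argues against tubule segment, as labelled here, as its whole cause. The difference was 1.52 for Hspa1b, where the male value of 0.24 (-0.10 to 0.59) does not leave out 0. For the opposite directions of Hspa1b, segment and sex therefore cannot be told apart. Different handling of single kidneys cannot be told apart from a difference of the sexes here. Hspa1b in female-called DCT/CNT-like cells changed by 0.17 (-0.14 to 0.47) and in TAL-like ones by 0.39 (-0.20 to 0.99), unlike the PT-like cells. Hspa1a in female-called cells changed by 0.09 (-0.21 to 0.39) in DCT/CNT-like, 0.60 (-0.04 to 1.27) in TAL-like and -0.12 (-0.84 to 0.65) in endothelial-like cells. In male-called cells, Hspa1a was -0.37 (-0.70 to -0.04) in DCT/CNT-like cells and Hspa1b -0.64 (-1.32 to 0.03) in TAL-like cells, against the rises in PT-like cells. Most of these values go against a change shared by all cells of a kidney. The values with intervals apart from 0 that go with it are Hspa1b in female-called endothelial-like cells (-1.03, -1.96 to -0.09) and in male-called DCT/CNT-like cells (0.56, 0.17 to 0.95), and these, with only 2 genes, keep the explanation open.

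Zbtb16 in PT-like cells at 4 h differed between the sexes by -6.33 (-2.67 male, 3.67 female). Tubule segment, as labelled here, was argued against as its cause. The difference within PT-S1/S2-like cells was -7.28 (-3.66 male, -5.02 to -2.54, and 3.63 female, 3.05 to 4.27). A response of 1 sex or animal to glucocorticoid was weighed, since Zbtb16 responds to these hormones. The 5 list genes not looked at before had a median of 0.20 (-0.04 to 0.82) in female-called and -0.62 in male-called cells. With an interval that reaches 0, this explanation cannot be told apart from others, and the few genes keep it open. A difference of the sexes in the response to FGF23 stays open, as untested. Cxcl1 at 4 h differed by -2.87 (-1.60 male, 1.27 female, 0.16 to 2.52). Within PT-S1/S2-like cells the difference was -3.96, but with 16 and 14 UMIs in male-called cells and 2 and 31 in female-called ones at 0 and 4 h, segment and sex cannot be told apart for Cxcl1.

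Ins1 and Ins2 in PT-like cells at 1 h differed between the sexes by -3.24 (-1.10 male, 2.14 female) and -3.11 (-1.25, 1.85). The difference between the sexes itself was not tested. For the presence of these UMIs in the 0 h and 1 h libraries, RNA from pancreatic cells fitted: of 8 other genes of the pancreatic lists with at least 20 UMIs, 8 were higher at 0 and 1 h together than at 4 and 12 h together. The exception by single library was G6pc2, with 10, 3, 5 and 5 UMIs at 0, 1, 4 and 12 h. The pancreatic genes summed to 1474 UMIs at 0 h, 1275 at 1 h, 33 at 4 h and 23 at 12 h. Endocrine genes made up most of this, with 1377 UMIs at 0 h and 1194 at 1 h, against 97 and 81 for the exocrine genes. How this RNA reached the libraries was not tested, and no biological explanation was tested.

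Barcodes over the mitochondrial limit, which no comparison uses, also carried the Egr1 change. Their Egr1 rose from 117 UMIs at 0 h to 1149 at 1 h, a log2 ratio of 3.54 (3.26 to 3.82). RNA from other cells was argued against as the main content of these barcodes, because Xist and Y-linked UMIs met in 1 barcode 26.8% as often as chance gives (74 against 276 barcodes). Damaged cells that responded before damage stay open as a hypothesis.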

How the results depend on the processing

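All alternatives in this part were chosen before the data were examined, apart from the naming thresholds for clusters, which were not varied. Of 156 alternatives over 24 results, 88 left the result within its interval, 68 moved it and 0 reversed it, and for the moved values the cause was not tested unless stated. The TNF/NF-kB list at 1 h, whose interval held 0, changed sign in male-called cells alone and is counted as moved. No paired analysis was possible because each group has 1 library.

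Egr1 in endothelial-like cells at 1 h (range -0.37 to 0.11) and Cyp27b1 in PT-like cells at 4 h (-3.97 to -3.41) stayed within their intervals in all 8 alternatives. The signs of Egr1 in PT-like cells (2.98 to 3.86), Egr1 in DCT/CNT-like cells (2.24 to 4.18), Cyp24a1 at 4 h (2.42 to 3.42) and Cyp24a1 at 12 h (2.11 to 3.15) were the same in every alternative. So were those of the immediate early list (0.16 to 1.02) and the ERK feedback list (0.63 to 1.93) in PT-like cells at 1 h. The intervals hold counting error only, so results with many UMIs leave them easily.

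A mitochondrial limit of 25% moved 13 of 23 results. Egr1 at 1 h became 3.11 in PT-like and 2.24 in DCT/CNT-like cells, the ERK feedback list in DCT/CNT-like cells 1.49, Cyp24a1 at 12 h 2.93 and Slc34a1 at 12 h -0.29. The Kl share became 75.2%. The PT-like share became 69.8% at 0 h, 70.5% at 1 h, 74.7% at 4 h and 66.5% at 12 h, and the female share 33.1% at 0 h, 37.1% at 1 h and 41.7% at 4 h. This limit leaves 103 DCT/CNT-like cells at 0 h and 78 at 1 h.

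With doublet calls kept, 6 of 19 results moved. The immediate early list became 0.63 and the Kl share 77.6%. The PT-like share became 70.2% at 0 h, 70.7% at 1 h, 70.9% at 4 h and 66.2% at 12 h. Scaling by the median ratio over genes moved 3 of 14: Cyp24a1 at 4 h 3.02, Slc34a1 -0.25 and the translation initiation list 0.0759. Cells weighted equally moved 6 of 14: Egr1 in PT-like cells 3.45, Cyp24a1 at 4 h 3.00 and at 12 h 2.53, Slc34a1 -0.32, the immediate early list 0.62 and the ERK feedback list 1.38. Classes from each cell's own marker UMIs moved 2 of 19: the immediate early list 0.68 and the ERK feedback list in PT-like cells 0.90.

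Male-called cells alone moved 7 of 14 results: Egr1 in PT-like cells 2.98, Cyp24a1 at 4 h 3.42 and at 12 h 3.15, Slc34a1 -0.15, the immediate early list 0.16, and the TNF/NF-kB list -0.0931 at 1 h and 0.12 at 4 h. Female-called cells alone moved 10 of 14: Egr1 3.86 in PT-like and 4.18 in DCT/CNT-like cells, Cyp24a1 2.42 at 4 h and 2.11 at 12 h, and Slc34a1 -0.31. The lists became 1.02 (immediate early), 1.93 (ERK feedback, PT-like), 1.29 (ERK feedback, DCT/CNT-like), 0.16 (heat shock) and 0.94 (TNF/NF-kB at 4 h).

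Each cell thinned to 2000 UMIs moved 9 of 15 results: Egr1 in PT-like cells 3.36, Cyp24a1 at 4 h 2.97 and at 12 h 2.46, Slc34a1 -0.30, the ERK feedback list 1.49 in PT-like and 1.5 in DCT/CNT-like cells, the TNF/NF-kB list at 4 h 0.60 and the translation initiation list 0.15. The Kl share fell to 31.4% by construction, since fewer UMIs per cell were left, so depth limits what a share of Kl-positive cells means. Without a UMI minimum the ERK feedback list in PT-like cells was 0.63. With at least 100 UMIs the immediate early list was 0.40 and the TNF/NF-kB list at 4 h 0.58. The minimum changes which genes enter a list.

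Requiring at least 2 UMIs of the sex-linked genes gave female shares of 46.2% at 0 h, 47.2% at 1 h, 54.3% at 4 h and 55.5% at 12 h. PT-like cells alone gave 32.0%, 34.0%, 38.7% and 35.3%. Of the 36 entries named by size, counted per comparison, 17 remained with at least 300 UMIs, because the higher minimum removes genes with fewer. Without the condition on both sexes 28 remained, which was counted as unmoved.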

Other observations

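The tests in this part on Kl in TAL-like and PC-like cells, on PC-like cells, neutrophil-like cells, pancreatic genes and the rRNA-like genes were chosen only after the result was seen, and those on time of day, the proportions of the sexes, the 0 h library and free RNA were chosen before.

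Time of day differing between the libraries fitted the clock genes, most clearly in 2 classes. Of 7 classes with at least 3 measured genes of each phase, 6 had a rise of the Bmal1 phase and a fall of the Dbp phase at 4 h. The medians in PT-like cells at 4 h were 1.07 for the Bmal1 phase and -1.09 for the Dbp phase, and in TAL-like cells 0.91 and -1.29. Only in these 2 classes did both intervals leave out 0. The Bmal1 interval held 0 in DCT/CNT-like (0.13, -0.16 to 0.49), PC-like (0.13, -0.13 to 0.79), IC-like (1.04, -0.11 to 1.82) and endothelial-like cells (0.36, -0.06 to 0.95), and the Dbp interval also did so in endothelial-like cells (-0.17, -1.10 to 0.26). T/NK-like cells went the other way, at -0.14 (-0.76 to 0.57) and 0.05 (-1.12 to 0.73). In PT-like cells the medians at 1 h were 0.30 and -0.25. At 12 h they were -0.90 and -0.04, which pool sexes that moved in opposite directions (Dbp 2.47 male and -2.19 female). The Dbp phase in endothelial-like cells at 12 h was 0.83 (0.38 to 1.21). The count of classes was made for 4 h only. Changes at 4 h in any gene with a daily rhythm could therefore come from time of day as well as from FGF23, and at 12 h this stays open.

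Male and female cells in different proportions between the libraries was argued against for the main PT-like results. Of 10 results whose interval left out 0, 10 had the same direction within male-called and within female-called cells. For the immediate early list at 1 h this does not carry over to single segments, where male-called cells had -0.12 (-0.24 to 0.26) in PT-S1/S2-like and 0.13 (-0.02 to 0.22) in PT-S3-like cells, so the size of its value over all cells depends on the proportions. Other PT-like values do not share a direction between the sexes, among them the immediate early list and Cxcl1 at 4 h, and their values over all cells depend on the proportions. In DCT/CNT-like cells, where the female share fell, this was looked at for 2 results at 1 h: Egr1 rose by 3.78 in male-called and 4.18 in female-called cells, and the ERK feedback list by 0.73 and 1.29. Other DCT/CNT-like list results were not taken apart by sex. The 0 h library being the odd one out was weighed for the changes at 1 h. Of 67 genes that changed 2-fold at 1 h in male-called cells, the median signed log2 ratio in female-called cells was 0.92 at 1 h, 0.53 at 4 h and 0.25 at 12 h. The later libraries thus did not share the full change. The genes were chosen at 1 h and both sexes share the 0 h and 1 h libraries, which by itself favours the 1 h value. With medians still above 0, the test cannot decide whether the 0 h library played a part.

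Kl UMIs outside PT-like and DCT/CNT-like cells were weighed against free RNA. After thinning, the highest share with a Kl UMI among endothelial-like and immune classes was 2.94% (0.61 to 8.36), low and alike across these classes, as free RNA would give. In TAL-like cells the thinned share was 19.5% (15.6 to 24.0), above those intervals, which argues against free RNA as its whole source. PC-like cells had 36.7% (26.8 to 47.5).

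PC-like cells carried Kl but changed little at 1 h. The median log2 ratio of 7 ERK feedback genes was 0.0151 (-0.25 to 0.45), against 1.18 in PT-like cells over the same genes. Too few UMIs in PC-like cells was argued against, because the interval stays below the PT-like value. Why these cells differ was not tested.

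Neutrophil-like cells fell from 3.76% of cells at 0 h to 0.596% at 12 h. At 4 h they made up 0.758%. Of those at 0 h, 72 were male-called, 10 female-called and 268 not called. Whether 1 animal gave most of them was not tested. Macrophage-like cells fell too, from 2.14% at 0 h to 0.65% at 4 h, and made up 1.62% at 12 h. Less blood in the tissue fitted the 4 h values in direction, since B cell-like cells fell from 2.06% (1.78 to 2.37) to 0.935% (0.757 to 1.14) and haemoglobin UMIs from 28980 to 21574, both by a smaller factor than neutrophil-like cells. It was argued against for 12 h, because B cell-like cells made up 2.97% (2.64 to 3.33) and haemoglobin UMIs rose to 107461. At 1 h haemoglobin fell to 1753 UMIs while neutrophil-like cells stayed at 3.66%, so the 2 did not move together in every library. No biological explanation was tested.

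Insulin UMIs were found in 183 barcodes at 0 h, 158 at 1 h, 14 at 4 h and 7 at 12 h. At 0 h 40 barcodes carried both an insulin UMI and a UMI of another islet gene, against 1.53 by chance, and at 1 h 33 against 1.10. The endocrine genes summed to 1377 UMIs at 0 h and the exocrine genes to 97.

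AY036118 and Lars2, both with rRNA-like sequence, were higher at 4 and 12 h. The lowest log2 ratio of AY036118 at 12 h among 8 classes was 2.83 and the highest 4.65, and Lars2 ranged from 1.38 to 2.30. A rise in every class, with or without Kl, is what a difference between the library preparations would give. No biological explanation was tested.

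The glucocorticoid list as a whole (11 genes) at 4 h had medians of 0.39 (0.27 to 0.54) in female-called and -0.62 (-0.66 to -0.55) in male-called PT-like cells. The FGF receptor and Klotho list in DCT/CNT-like cells had medians of -0.10, -0.17 and -0.37 at 1, 4 and 12 h.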
